A study of Mus musculus with 6 samples. Its data were reported in "Repression of Irs2 by let‐7 miRNAs is essential for homeostasis of the telencephalic neuroepithelium" (2020).

How the data were processed

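RNA was sequenced from the most rostral part of the telencephalic primordium of mouse embryos at embryonic day 11.5. The labels place 3 samples in the control group (floxed Dicer without Cre) and 3 in the Rx-Dicer group (floxed Dicer with Rx-Cre), and number the samples 1 to 3 within each genotype. Libraries were directional and were read as pairs of 100 bp. The labels do not say whether a library holds tissue of a single embryo or of several.

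The deposited values were raw read counts per gene. According to their methods, the authors trimmed the reads with Trim Galore, aligned them to mouse genome assembly GRCm38 with HISAT2, and counted reads per Ensembl gene with HTSeq in union mode on the reverse strand. Reads that overlapped more than 1 gene or aligned to several places were tallied apart and not counted for any gene, so genes with near-identical copies are undercounted. Strand was used, so antisense genes do not share reads. Each of the 6 samples had 2 files, 12 in all. Chi-square per degree of freedom between the 2 runs of a sample was 1.14 to 1.59, against 25.2 to 36.7 between first runs of different samples of a group. The runs were therefore treated as repeat runs of a sample and summed, and n was 3 per genotype. Of 55471 gene identifiers, 55230 were found in the GENCODE annotation of the same assembly, which gave names, positions, lengths, GC content and 3′ UTR sequences. A count above 0 in at least 1 sample was found for 30928 genes.

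Total counts per sample after summing ranged from 34471501 to 48373468. The smallest share that a library could show, 3 counts of its total, was 0.0620 to 0.0870 CPM. Such floors cover counting error only, because reads without molecular identifiers are not independent molecules. The binomial interval given in the report is taken over called genes. It also covers counting error only, because genes are not independent replicates.

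Genotypes were compared with the DESeq2 Wald test (DESeq2 1.42.0, R 4.3.3), the tool the study used, at the adjusted p and fold change given in the text of its results. A figure legend of the study gives an adjusted p under 0.1, which was an alternative here. The fit used median-of-ratios size factors, unshrunken log2 fold change, genotype as the only term, Benjamini-Hochberg adjustment with independent filtering, and a call at adjusted p under 0.05 and a change of over 1.25-fold. No filter on low counts was applied beforehand. The first alternative was edgeR's quasi-likelihood test (edgeR 4.0.16) with TMM factors on genes with at least 10 counts in at least 3 samples. Gene lists were tested with limma camera (limma 3.58.1, inter-gene correlation 0.01) on edgeR log2 counts per total count (log2 CPM) with a prior count of 2, and p-values were adjusted over the 5 lists. The lists of p53 targets, let-7 targets, apical junction genes and proliferation genes came from general knowledge. They were written after the study and the first lines of its supplementary tables had been read, so they are not independent of it. The list of 16 study genes holds genes that the text of the study's results names with a direction. The set with let-7 sites holds protein-coding genes whose annotated 3′ UTR has the 8-base word CTACCTCA.

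Genes named in the text were Dicer1, the 16 study genes, and the 5 higher and 5 lower calls with the smallest adjusted p among named genes whose 3 Rx-Dicer values all lay beyond the 3 control values. The values of 1 of the 16 study genes are not reported here, and it stays in the counts. Other genes named in the closing section were chosen after their values were seen. The shared replicate numbers of the genotypes come from the sample titles. Samples of different genotype are different animals.

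Alternatives were other scalings (TMM, total counts), other filters and thresholds, protein-coding genes alone, each file alone or as its own column, the replicate number as a block, a per-sample correction for gene length and GC content (natural splines with 5 degrees of freedom on log2 normalised counts with a pseudocount of 0.5), other settings of the list tests, and fits that left out each sample in turn. The ventral minus dorsal marker score and Y-linked expression as covariates, and edgeR's likelihood ratio test, were added after the data had been seen.

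The tests were tested on simulated data, drawn for 30928 genes from the means, dispersions and library sizes of the real samples with 200 genes changed 2-fold, in 10 draws. A list of 40 other genes was shifted by 0.4 on the log2 scale, and calls among these were not counted as wrong. DESeq2 recovered a median of 85.3% of the 200 genes and 20.3% of its calls were wrong, from 16.2 to 26.1% over the draws. edgeR's quasi-likelihood test recovered 71.8%, with 7.60% wrong calls. On 17970 simulated genes, camera picked out a list shifted by 0.4 on the log2 scale and not an unshifted list. Simulated genes were drawn independently of each other, so this could not test the assumed inter-gene correlation. The shift of 0.4 was also larger than the real one of the let-7 list (0.30) and of genes with let-7 sites (0.14), though not of the p53 list (0.45). On 17868 genes, a length trend of slope 0.278 became -0.02 after the length and GC correction. The small RNA libraries of the study were not analysed here.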

Results

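To compare gene expression in the rostral telencephalic primordium with and without Dicer, the enzyme that cuts precursors into mature miRNAs, RNA-seq read counts were analysed from 3 control and 3 Rx-Dicer samples at E11.5. In the Rx-Dicer genotype a Cre recombinase driven by Rx deletes floxed Dicer in the early forebrain. The control libraries held 34471501, 42570447 and 44614586 counts on genes and the Rx-Dicer libraries 48373468, 40006887 and 45819358, in the order of their replicate numbers. Total counts of the genotypes overlapped. Between 24698 and 26034 genes had at least 1 count per sample.

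The targeted gene was examined first. Dicer1 (ENSMUSG00000041415, GRCm38 chromosome 12, 104687742 to 104751952, minus strand) had 6565 ± 439 normalised counts in control samples (mean ± SD, n = 3) and 5474 ± 1325 in Rx-Dicer samples (n = 3). Its log2 fold change was -0.26 ± 0.17 (SE) with a DESeq2 adjusted p of 0.567, a difference within the spread between replicates. The Rx-Dicer values were 4777, 7002 and 4644, and the controls 6355, 7070 and 6270. The library labelled Rx-Dicer 2 was thus at the level of the controls, and the others below them. Counts per gene also include reads from exons outside the deleted segment, so a deletion moves this total only in part.

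The first comparison asked how many genes differ between the genotypes. DESeq2 called 502 of 17127 tested genes, 300 higher and 202 lower in Rx-Dicer samples, and 2324 genes had an unadjusted p under 0.05. As a ratio, edgeR's quasi-likelihood test moved this result most: it called 8 genes, all higher, although 2313 genes had an unadjusted p under 0.05 and the log2 fold changes of both tools had a Pearson correlation of 1.00 across genes, which are not independent replicates. These 8 genes were also called by DESeq2. At adjusted p under 0.1, edgeR gave 66 genes. In number of genes, each file as its own column moved it most, to 1998, but this treats repeat runs as replicates. Of the 502 DESeq2 calls, 476 (94.8%) had Rx-Dicer values all beyond the control values. Calls are chosen for a large difference against the spread of these same samples, so this share was largely fixed in advance and does not support them. Among expressed genes 18.9% had values separated in this way, and chance gives 10%. Of the calls, 460 were protein-coding genes.

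**Figure D1:**
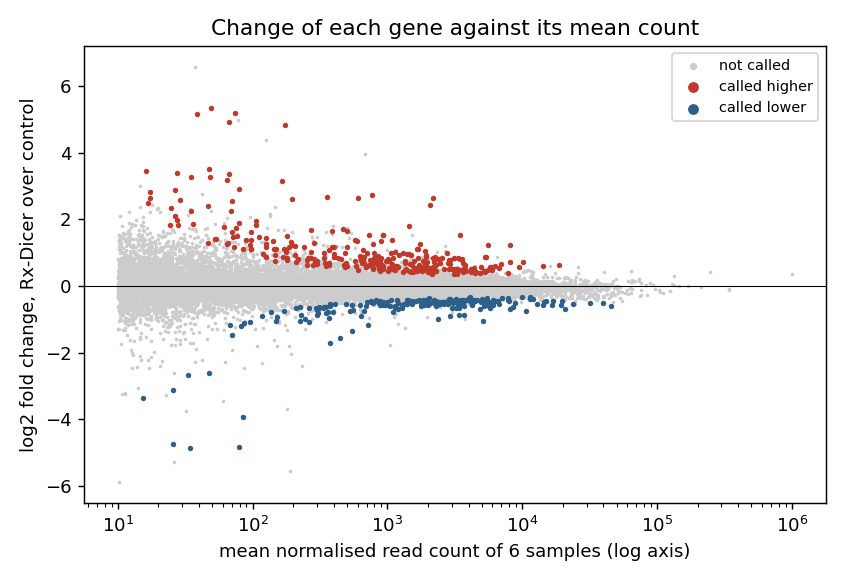
Each point is a gene with a mean of at least 10 normalised counts, with the mean normalised read count of the 6 samples on the x axis (log axis) and the log2 fold change of Rx-Dicer over control on the y axis. The 300 genes called higher are red, the 202 called lower are blue, and genes not called are grey.

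**Figure D2:**
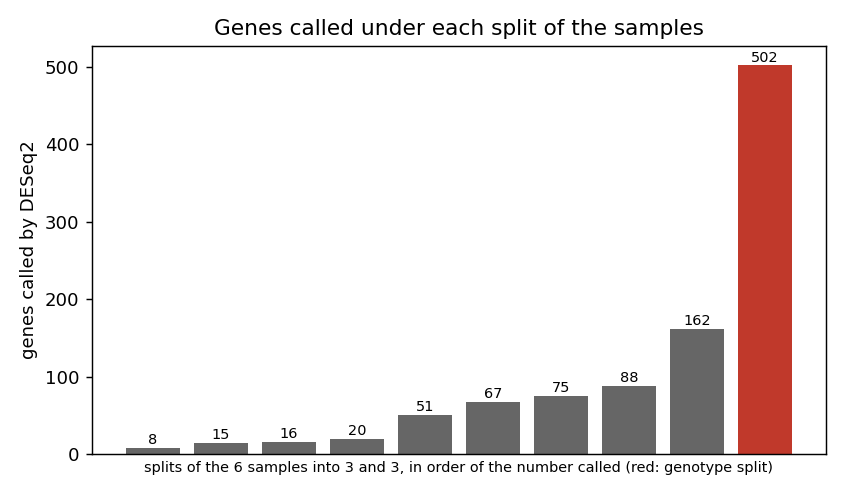
Genes called by DESeq2 (y axis, from 0) under each of the 10 splits of the 6 samples into 3 and 3 (x axis, in order of the count). The genotype split, in red, gave 502 calls, and the other splits, in grey, 8 to 162.

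A further question was whether more genes rose than fell, and by how much. Genes called higher made up 59.8% of the calls (95% Clopper-Pearson interval 55.3 to 64.1%, counting error only). Their mean log2 fold change was 1.07 ± 0.05 (SE over genes), against -0.72 ± 0.05 for lower calls. Median changes were 0.78 and -0.54, a difference in size of 0.24. No p-value across genes is given, since genes are not replicates. The order in size by means depended on the fold minimum: above 2-fold the means were 1.92 for higher and -2.20 for lower calls. Both answers depended on single samples: without Rx-Dicer replicate 1 more genes fell than rose (266 higher, 371 lower, 41.8% higher), and without control replicate 2 the difference in size reversed to -0.15.

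Irs2, which encodes an adaptor of insulin and IGF receptors, is the gene the study centres on. It (ENSMUSG00000038894, GRCm38 chromosome 8, 10984681 to 11008458, minus strand) had 1623 ± 142 normalised counts in control samples and 2839 ± 184 in Rx-Dicer samples (mean ± SD, n = 3 each). The log2 fold change was 0.81 ± 0.13 (SE), or 1.75-fold, with a DESeq2 adjusted p of 1.36e-07. All 3 Rx-Dicer values (2865, 3009 and 2643) lay above the 3 control values (1463, 1673 and 1733). With edgeR's quasi-likelihood test the adjusted p was 0.0520, above the threshold of 0.05. Matching the let-7 site to the Irs2 transcript found the word CTACCTCA at 10986528 to 10986535 in the 3′ UTR, within TACCACAGTCCTACCTCAGTTCAGGGTG, and at 11006153 to 11006160 in the coding sequence, within CCAACGGGGACTACCTCAACATGTCCCC.

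The list of study genes holds 16 genes, Irs2 included, that the text of the study's results names with a direction of change. DESeq2 called 15 of them, 11 higher and 4 lower, when p-values were adjusted over all genes tested, and 16 had an adjusted p under 0.05 over the list alone. edgeR called 3 over all genes (Prtg, Lin28a and Greb1) and gave 16 an adjusted p under 0.05 over the list alone. Since these are the study's own calls on the same data, the count over the list alone shows no stability. Prtg rose from 646 ± 185 to 3479 ± 314 normalised counts (SD, n = 3 each), a log2 fold change of 2.43 ± 0.19 (SE) with a DESeq2 adjusted p of 4.09e-32. Lin28a rose from 606 ± 181 to 3768 ± 788, with a log2 fold change of 2.63 ± 0.22. Greb1 rose from 480 ± 29.0 to 1387 ± 108, with a log2 fold change of 1.53 ± 0.14. Among genes related to p53 or apoptosis, Rassf3, Trp53inp1, Sesn2 and Zmat3 were higher with log2 fold changes of 0.76, 0.68, 0.94 and 0.49, and Prok2 and Atf5 were lower with -1.08 and -0.49. Shh and Cdk6 were higher with 3.14 and 0.75, and Insm1 and Pax6 lower with -0.55 and -0.43. With the ventral minus dorsal marker score as covariate, Shh was at 2.35 and Pax6 at -0.39. Dorsal telencephalon markers (10 genes) changed by a mean of -0.54, although their medians by library overlapped between genotypes. Hypothalamic markers were higher in Rx-Dicer libraries, as the closing section reports. A difference in the tissue dissected was therefore not excluded for Shh and Pax6. The DESeq2 adjusted p of Zmat3 (0.0454), Cdk6 (0.0455) and Insm1 (0.0418) lay close to the threshold. Shh rested on few reads in controls (18.3 to 47.9 normalised counts) and varied from 112 to 570 in Rx-Dicer samples. Ptch1 was not called, with a log2 fold change of 0.86 ± 0.42 (SE) and a DESeq2 adjusted p of 0.345.

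**Figure D3:**
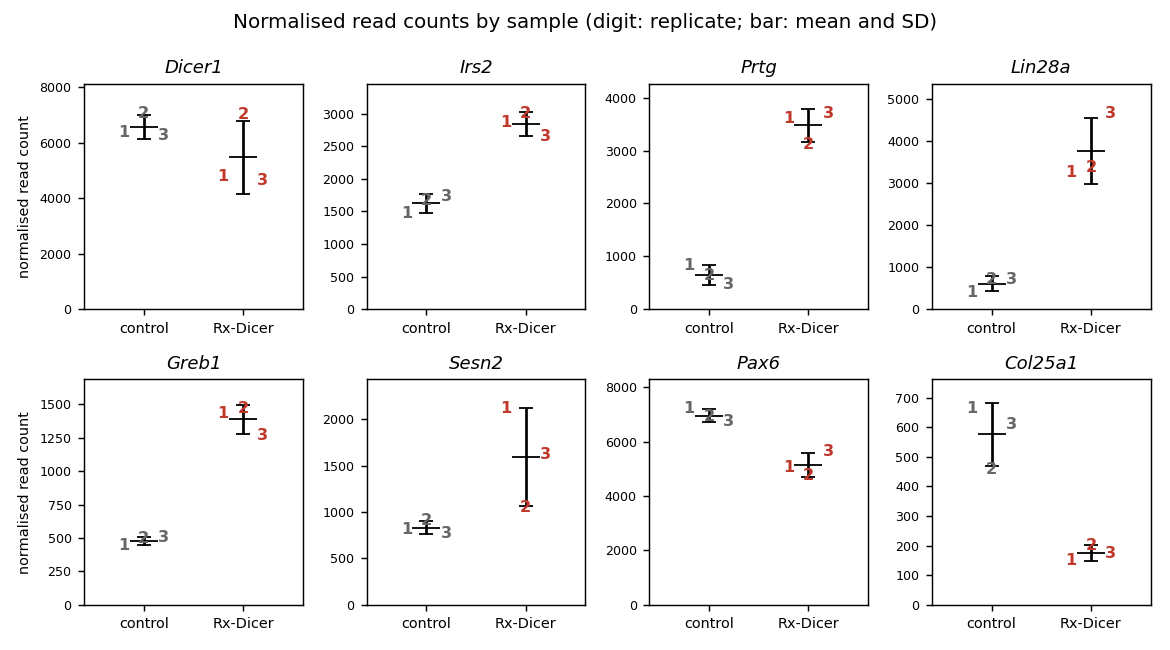
Normalised read counts (y axis, from 0) of 8 genes in control and Rx-Dicer samples (x axis). Digits are the replicate numbers and bars the mean and SD. For Dicer1 the library labelled Rx-Dicer 2 sits at 7002, among the controls, while for Irs2 the Rx-Dicer values of 2643 to 3009 lie above the controls.

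By adjusted p the leading higher calls were Prtg, Lin28a, Greb1, Onecut2 and Shtn1. Onecut2 rose from 167 ± 61.4 to 1042 ± 441 normalised counts and Shtn1 from 483 ± 65.8 to 1383 ± 250 (SD, n = 3 each). The leading lower calls were Col25a1, Gm19554, Hs3st3a1, Gm35040 and Gm4617. Col25a1 fell from 576 ± 106 to 174 ± 26.3 normalised counts, a log2 fold change of -1.72 ± 0.21 (SE) with a DESeq2 adjusted p of 1.73e-13. The log2 fold changes of Gm19554 and Gm35040, both long intergenic RNAs, were -1.36 and -0.68. Hs3st3a1 changed by -1.56. Gm4617 (-1.04) is a processed pseudogene whose reads can come from its parent gene, and its change is uncertain for that reason.

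The study examined p53 signalling, loss of let-7, the apical junction belt and progenitor proliferation, and gene lists for each were compared between genotypes. p53 targets (35 genes) rose by a mean of 0.45 on the log2 scale (limma camera, adjusted p = 9.73e-07 over 5 lists). let-7 targets (46 genes) rose by 0.30 (camera adjusted p = 1.76e-04). The median changes were smaller, 0.19 for the p53 list and 0.16 for the let-7 list. With the inter-gene correlation estimated from the data, camera gave these lists an adjusted p of 0.263 and 0.222, so neither passed. The mean rises of the p53 list in Rx-Dicer libraries 1 to 3 were 0.67, 0.15 and 0.53, and control replicate 1 stood at 0.15, level with the library labelled Rx-Dicer 2. The let-7 list rose by 0.26, 0.30 and 0.33, above all 3 controls. Apical junction genes (43 genes) changed by 0.01 (camera adjusted p = 0.153) and proliferation genes (43 genes) by -0.04 (adjusted p = 0.143). Their medians were 0.057 and -0.044. Among 10000 random lists matched on expression, these medians lay at percentiles 97.45 and 15.95. Neither list differed beyond the spread between samples. The study's evidence on these points included Par3 protein at the junction belt and cell cycle re-entry in rosettes, both at later stages. Its own gene set analysis of the RNA reported terms for cell proliferation and adherens junctions. Lists written from general knowledge and read in RNA at E11.5 do not test those findings.

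**Figure D4:**
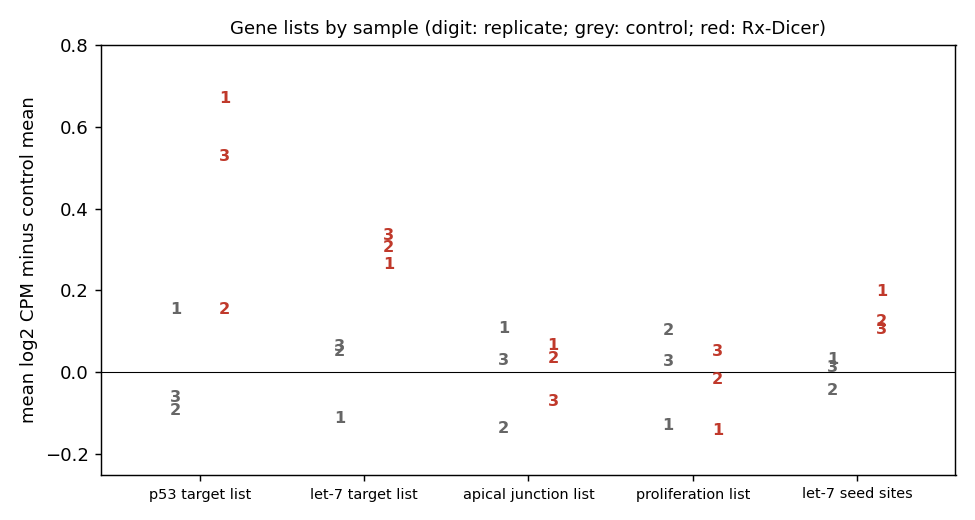
Mean log2 CPM of each gene list in each sample, minus the mean of the controls (y axis), for 5 lists (x axis). Grey digits are control replicates and red digits Rx-Dicer replicates. let-7 targets stood at 0.26 to 0.33 in Rx-Dicer samples, above the controls, while apical junction and proliferation genes overlapped between genotypes.

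Finally, genes were grouped by let-7 sites in the 3′ UTR. The 534 expressed genes with an 8-base site changed by a mean of 0.14 on the log2 scale (camera adjusted p = 0.00103). Their median was 0.078, against 0.0047 for 11877 genes without a 7-base site. Of these 534 genes, 23 were called higher and 2 lower. Genes with at least 2 sites (28 genes) had a median of 0.32, and 6 of them were called higher. Among genes matched on 3′ UTR length the difference in medians between genes with and without the site fell from 0.074 to 0.026, and after the gene length and GC correction the camera adjusted p was 0.129.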

Values the study reported

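For protein-coding genes, the study reported 542 transcripts that differed between Rx-Dicer mutants and controls at an adjusted P under 0.05 and a fold change over 1.25. Of these, 59% were higher in mutants, with an average log2 fold change of 1.026 ± 0.046, and 41% were lower, with an average of −0.685 ± 0.042.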

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

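The test of the shares below by genotype was chosen after the result was seen; the receptor gene test was not, but the value printed for it was chosen after a rank correlation over the 6 libraries had been seen, and both went the same way. The gene lists, designs and other alternatives not named as added were fixed before the data were examined.

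Reads that aligned but fell in no annotated gene are outside the comparisons of the report. Their median share was 8.32% in Rx-Dicer libraries, above the highest control share of 7.87%. By library the shares were 7.87, 6.79 and 7.19% in controls and 7.54, 10.7 and 8.32% in Rx-Dicer. The genotypes overlapped, and an exact two-sided permutation test gave p = 0.2, where 0.1 is the smallest possible with 3 against 3. The library labelled Rx-Dicer 2 had the highest share. Genomic DNA is a candidate source, and it would raise counts on olfactory and vomeronasal receptor genes, which this tissue is not known to use. In that library these genes had 3.85 CPM, below every other library (4.84 to 11.2), so that test went against genomic DNA. A variation between libraries unrelated to genotype remains as an explanation. Unspliced RNA was not tested.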

How the results depend on the processing

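Fixed alternatives and added ones are described with the processing; the marker score, Y-linked expression and likelihood ratio fits were chosen after the data were seen.

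The number of genes called depended strongly on the test. Against 502 calls (300 higher, 202 lower, 59.8% higher, 15 study genes), edgeR's quasi-likelihood test gave 8 (8 higher, 0 lower, 100% higher, 3 study genes). It had 2313 genes at unadjusted p under 0.05, and Irs2 at 0.81 with an adjusted p of 0.0520, the highest over 23 alternatives. The lowest for Irs2, a DESeq2 adjusted p of 2.11e-30, came from each file as its own column, which treats repeat runs as replicates. With DESeq2 on genes with at least 10 counts in 3 samples it was 3.85e-09. edgeR's likelihood ratio test called 319 (95 lower, 70.2% higher), 288 of them shared with the 502. Without independent filtering 322 were called (108 lower, 66.5% higher), at adjusted p under 0.1 there were 308 lower, and with total-count scaling 66.3% were higher. A fold minimum of 2 left 122 (101 higher, 21 lower, 82.8% higher, median difference 0.038, 5 study genes), and the Wald test against the fold minimum itself 53 (49 higher, 4 lower, 92.5% higher, difference 0.016, 4 study genes). In both of these the mean log2 fold change was larger in size for lower calls: 1.92 against -2.20, and 2.14 against -2.35. Dropping the fold minimum could not move the count, since every call already passed it. Among protein-coding genes alone 55.2% of calls were higher. Each file as its own column, which treats repeat runs as replicates, gave 1998 calls (1141 higher, 857 lower). With the length and GC correction 305 of the 502 calls remained. The marker score as covariate gave 475 higher calls (66.9%). The cause of these shifts was not tested, except that simulated counts gave 20.3% wrong calls for DESeq2.

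Same-numbered samples did not deviate together: their deviations from the group means had a mean correlation of 0.02 (-0.01 for other pairs), and they are different animals. With the replicate block 314 genes were called (87 lower, 72.3% higher), 245 of them shared with the 502. With the block and the length and GC correction, 304 were called (188 higher, 116 lower, 9 study genes). The p53 and let-7 lists under the block had camera adjusted p = 7.09e-06 and 1.77e-04, against 9.73e-07 and 1.76e-04 without it, apical junction and proliferation genes 0.397 and 0.173, and genes with let-7 sites 0.00190.

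The 6 fits that each left out a sample gave from 286 to 637 calls, 172 to 429 higher, 86 to 371 lower, 41.8 to 75.1% higher (41.8%, without Rx-Dicer 1, is a reversal), a median difference of -0.15 to 0.35, and 8 to 14 study genes. Irs2 stayed between 0.74 and 0.86. Dicer1 ranged from -0.47 to -0.16 and passed the threshold (-0.47, DESeq2 adjusted p 8.80e-04) without the library labelled Rx-Dicer 2, against 0.923 at the highest. Apical junction genes ranged from -0.059 to 0.063 and reversed at -0.059, -0.017 and -0.011 (without control 2, Rx-Dicer 1 and Rx-Dicer 2). Proliferation genes ranged from -0.100 to 0.019, past the threshold at -0.100 and -0.078 and reversed at 0.015 and 0.019. The cause was not tested. The spread allowed for the median difference was the standard deviation of these 6 values, set after a narrower limit of 0.1 had been used. Under the narrower limit the block with the length and GC correction (0.38), the likelihood ratio test (0.37), the Y-linked covariate (0.14) and the fits without control 1 (0.35) or Rx-Dicer 1 (0.081) would also count as moved from 0.24.

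With the length and GC correction, with or without the block, apical junction genes changed sign to -0.054, proliferation genes passed the threshold at -0.093 and genes with let-7 sites no longer did at 0.071 (camera adjusted p 0.129, or 0.132 with the block). The correction lowered the median of genes outside the lists too, to about -0.04. Most of the change of apical junction genes is therefore a shift of the scale. Relative to the other genes they went from 0.0026 to -0.016, and proliferation genes from -0.043 to -0.056. Genes with let-7 sites went from 0.138 to 0.109 on this relative scale, so part of their fall to 0.071 is the same shift. With the correlation estimated from the data, the p53 list (0.45) and the let-7 list (0.30) no longer passed (adjusted p 0.263 and 0.222), while genes with let-7 sites did (0.0469). Among the other named genes 92 results in 18 genes changed side of the threshold, 87 weaker and 5 stronger, and none reversed. Zmat3, Cdk6 and Insm1 each fell short in 13 of 23 alternatives, while Prtg, Lin28a, Greb1 and Shtn1 passed in all 23.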

Other observations

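The tests of sequencing depth, of hypothalamic and microglia markers, of the differing p53 response and of mixed sex were chosen after the results were seen.

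The 502 calls were set against other splits of the 6 samples. Of the 4 splits that part all same-numbered pairs, 1 (the real one) gave as many calls, and of all 10 splits 1 did. The other splits, which mix genotypes (3 of them part all pairs and 6 part a single pair), gave 8 to 162 calls. With 3 samples against 3 the share cannot fall under 0.1, so a split by accident cannot be excluded. The ratio of mean total counts (Rx-Dicer over control) was 1.10 and totals overlapped. Of the calls, 60.8% remained after the gene length and GC correction, 68.5% with Y-linked expression as covariate, whose levels and those of Xist overlapped between genotypes, and 82.3% with the ventral minus dorsal marker score. None of these alone removed more than part of the calls, but gene length was tied to their direction. Of genes up to 1000 bp, 2 were called higher and 36 lower, against 5 and 6 after the length and GC correction. Of genes over 8000 bp, 105 were called higher and 6 lower, against 47 and 19 after it. The marker score covers ventral and dorsal telencephalon only, and no fit took up the rise of hypothalamic markers. The higher false positive rate of the Wald test with 3 samples per group may account for part: on simulated counts 20.3% of DESeq2 calls were wrong.

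For the lists, 1 of the 4 splits gave as large a difference for p53 targets, 1 for let-7 targets and 1 for genes with a let-7 site, in each case the real split. For apical junction genes 4 of the 4 did, and for proliferation genes 2 of the 4. Over all 10 splits the counts were 1 for p53 targets, 1 for let-7 targets and 1 for genes with a let-7 site. They were 10 for apical junction genes and 6 for proliferation genes. For p53 targets a mixed split (control 1, Rx-Dicer 1 and Rx-Dicer 3) nearly tied, at 0.436 against 0.442 for the real split.

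Sites for let-7 were also tested against sequence composition. Of the 420 orderings of the 8 bases of CTACCTCA, 2.86% gave a difference in median change as large as 0.074, the let-7 word included, and 1.90% gave as large a difference among genes matched on 3′ UTR length. Matching on 3′ UTR length lowered the let-7 difference from 0.074 to 0.026. It lowered the median difference of the orderings too, from 0.043 to -0.0092. 3′ UTR length may therefore account for most of the shift against genes without the site, with a smaller part left that few other words reach. Matching did not bring the let-7 word closer to the median of the orderings.

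Changes followed gene length (Spearman rho 0.271 across genes, which are not independent). The length slopes of Rx-Dicer samples (0.11, 0.17 and -0.0039) lay above those of the controls (-0.08, -0.12 and -0.07); the exact two-sided permutation p was 0.1, the smallest possible, so genotype cannot be told apart from a library effect. Ribosomal protein and respiratory chain genes (192 genes) changed by a mean of -0.29 on the log2 scale, with a median between -0.32 and -0.30 under the median-of-ratios, TMM and total-count scalings. After the length and GC correction the mean was -0.25, but the correction also lowered the median of the other genes, from 0.011 to -0.035. Relative to those medians the mean went from -0.30 to -0.21, so 69.9% of the difference remained, and length and GC content may account for the rest. By library the medians were -0.179, -0.542 and -0.220 in Rx-Dicer 1 to 3, all below the controls (-0.0456 to 0.0322), with the largest fall in Rx-Dicer 2. A lower output of these genes in Rx-Dicer tissue is a hypothesis; the study states that RNA integrity was high, and integrity values by library were not analysed here.

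The p53 list rose least in the library labelled Rx-Dicer 2 (0.15, against 0.67 and 0.53). Weaker recombination there would lower let-7 target rises too, but these were 102% of the mean of the other libraries. That goes against weaker recombination, although Dicer1 in that library stood at the control level. The same library also had the highest ventral minus dorsal marker score (2.40, against -1.36 to 0.79 in the others).

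Microglia markers (16 genes) had medians of 1.66, -0.0043 and 1.16 in Rx-Dicer libraries 1 to 3, relative to controls on the log2 scale. The value of -0.0043 in the library labelled Rx-Dicer 2 goes against more microglia or other blood-derived cells in all Rx-Dicer tissue. Hypothalamic markers (12 genes) rose in all 3 libraries, with medians of 2.49, 0.89 and 1.97. Normalised counts of Skor1, chosen after its values were seen, were 7.3, 1 and 3.8 in controls and 194, 37.7 and 201 in Rx-Dicer. The lowest rise was 0.89, and a regular difference in the tissue dissected could give the same pattern, so these cannot be told apart.

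Haemoglobin took 0.854 to 2.28% of counts, and varied up to 2.64-fold within a genotype, consistent with blood carried over in dissection. More than 30 counts of both Xist and Ddx3y were found in 5 of the 6 libraries, consistent with libraries that hold tissue of male and female embryos. In Rx-Dicer 1 Xist reached only 32.6 normalised counts, close to the limit of 30, against 9806 to 38826 in the other 5 libraries, so that library may be mostly male. Control 2 was the library that missed the limit, with 17.3 normalised counts of Ddx3y, 16.3 of Kdm5d and 6.1 of Uty beside 35640 of Xist, and may be mostly female.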
